A study of Bombyx mori with 2 samples. Its data were reported in "A comparative genomic analysis of targets of Hox protein Ultrabithorax amongst distant insect species" (2016).

How the data were processed

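The 2 libraries were made from the total RNA of 80 pooled forewing buds and 80 pooled hindwing buds of *Bombyx mori* larvae in the fourth instar. Per the labels, the RNA was fragmented, copied from random hexamer primers and amplified with 11 cycles of PCR in a kit that does not mark strand. Per the study's methods, low-quality reads were trimmed, read pairs were mapped with TopHat and transcripts were assembled with Cufflinks, and Cuffdiff was used to compare the wing buds. The submitters' processing notes name Cufflinks 2.1.1 and Cuffdiff. The genome build is not given in the sources used here, so coordinates are printed as deposited, 1-based, on scaffolds named nscaf or scaffold.

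Each deposited assembly lists transcripts and exons, and for every transcript the FPKM, the bounds of its confidence interval and the coverage, as Cufflinks gave them for that library alone. The authors did not scale these FPKM between the libraries, and the Cuffdiff comparison was not used here. The deposited score column ranks the forms of a gene and entered no result. The strand of a transcript comes from its splice sites, so single-exon transcripts have none. For short transcripts the deposited FPKM lay far above its own bounds. Deposited FPKM lay inside its own bounds for 82.7% of hindwing and 82.9% of forewing transcripts.

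Transcripts of both libraries were joined into loci where their exons shared at least 1 base on the same strand, with unstranded transcripts joining either. A locus FPKM was the sum over its transcripts, and its interval the sum of the bounds. Where a library had no transcript at a locus, its FPKM and both bounds were set to 0. The ratio was log2((hindwing + 1)/(forewing + 1)), so that low values are understated. Loci with an FPKM of at least 1 in a library were kept, no rescaling was applied, and a locus was counted as different at an absolute log2 ratio of at least 1. These choices, the 16 gene lists and the settings of the closing section not named there as added were fixed before the data were examined.

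Depth was estimated from the bounds. For single-exon transcripts alone in their gene, bound times length times the number of fragments should be whole, and the number that made it so was searched for. At the best value, 98.3% of 12963 hindwing bounds and 98.3% of 8783 forewing bounds below 30 fragments were whole within 0.05. The deposited coverage per FPKM gave the same ratio of depths, 1.17, at 160 sequenced bases per fragment in both libraries. The fragments behind a locus were then the interval midpoint times the length, summed over its transcripts, and were expressed per 1000000 fragments (FPM). They summed to 97.3% and 97.5% of the estimated depth. PCR copies were not marked, so intervals cover counting error only.

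Measures added after the data were seen were the interval midpoint in place of FPKM, FPM, loci with the same introns in both assemblies, and multi-exon loci whose mean assembled length, weighted by abundance, agreed within 1.2 times. Wilson intervals at 95% were computed for shares of loci. The code was tested on simulated data made from the forewing assembly, 21937 loci in all. It called 97.0% of 100 loci raised 2.83-fold in the hindwing by FPKM and 94.0% by fragments. Of 100 loci lowered by the same fold, 92.0% and 88.0% were called. Of 300 loci whose hindwing transcript was lengthened 3 times with no change in fragments, 67.0% were called by FPKM and 0 by fragments.

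The rule for named items took Ubx and list members, the 10 loci with the largest ratio in each direction at an FPKM of at least 5 with intervals apart, and the 5 most abundant loci, or, with no gene names, at most 2 loci per direction by position. As the largest ratios were all of very short transcripts, the positions given are of multi-exon loci of like assembled length that share no bases with another locus, with the same minimum FPKM and intervals apart, ranked by the smallest of the ratios by FPKM, midpoint and fragments. This part of the rule was chosen after the values were seen. Ubx, the other Hox genes and the lists for wing patterning, hormone response, cell cycle, ribosomal proteins, heat shock, antimicrobial peptides, muscle, trachea, haemocytes, fat body, cuticle, silk gland, midgut, nerve and mitochondria have no result, because no locus could be tied to a gene name: the gene table used here is of another assembly, ASM3026992v2, and has no identifier in common with the assembled transcripts. Sequence composition was not analysed here. Work was done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.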

Results

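RNA was sequenced from the fore- and hindwing buds of the silkworm *Bombyx mori*, a moth whose wings grow inside the larva as flat epithelial buds, the forewing bud in the second thoracic segment and the hindwing bud in the third. Buds of larvae in the fourth instar of the Daizo race were pooled, 80 for each of the 2 libraries, with 1 library per wing bud. There were therefore no replicates. A difference below describes these 2 libraries, no test across animals was possible and no p-value is given. The intervals printed with FPKM (fragments per kilobase of transcript and 1000000 mapped fragments) are those deposited with the values, and they cover counting and assignment error within a library only.

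The hindwing library held 32946 assembled transcripts in 28620 genes numbered by the assembler, and the forewing library held 27876 transcripts in 23554 such genes. Introns were present in 16432 hindwing and 15822 forewing transcripts. The deposited bounds gave an estimated depth of 43528000 fragments for the hindwing library and 37192500 for the forewing library, a ratio of 1.17. The median transcript rested on 134 fragments in the hindwing library and 179 in the forewing library.

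The comparison asks which genes differ between the hindwing bud, where the study describes strong expression of the Hox protein Ultrabithorax (Ubx), and the forewing bud, where it describes Ubx only in the covering peripodial membrane. Ubx itself was not analysed here, nor were the 16 gene lists fixed for this tissue, because the assemblies number their loci and nothing used here pairs those numbers or scaffold positions with gene names. The loci below are therefore given by scaffold, start and end, and whether they fall in an annotated gene was not analysed here.

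Most introns were assembled in both wing buds, and most spliced loci had close levels in the 2 libraries. Transcripts of the 2 libraries that shared exon bases formed 25992 loci, of which 18473 were assembled in both libraries. Of the introns assembled in the hindwing library, 92.2% were also assembled in the forewing library, and 91.1% of the forewing introns were found in the hindwing library. Whole intron chains were shared less, with 9042 in common, 55.0% of the 16432 in hindwing and 57.1% of the 15822 in forewing. The 10423 loci with a multi-exon transcript in both libraries held 85.3% of all hindwing fragments and 85.9% of all forewing fragments. Across the 10179 of these loci with at least 1 fragment per 1000000 fragments (FPM) in a library, Pearson's correlation of log2(FPM + 1) between the libraries was 0.977 and the median locus differed 1.12-fold. Loci are not independent replicates, and this measure was chosen after the data were seen. With the deposited FPKM and all 19500 loci of at least 1 FPKM in a library, Pearson's correlation of log2(FPKM + 1) was 0.802 and Spearman's was 0.822.

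**Figure D1:**
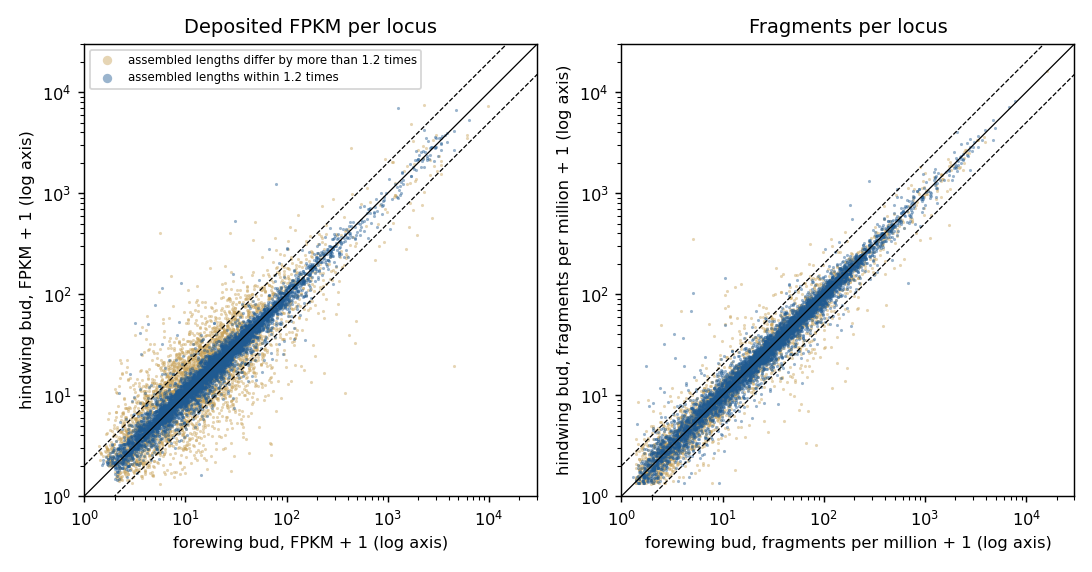
Each point is 1 locus with a multi-exon transcript in both libraries, with the forewing bud on the x axis and the hindwing bud on the y axis, as deposited FPKM + 1 (left) and fragments per 1000000 (FPM) + 1 (right), on log axes. The solid line marks equal values and the dashed lines a 2-fold difference; 1278 loci lie outside them on the left, where most are loci whose assembled lengths differ by more than 1.2 times, and 364 of those with at least 1 FPM lie outside on the right.

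At the 2-fold threshold, 4646 of the 19500 loci differed by deposited FPKM. The value was higher in the hindwing bud for 2810 of them and higher in the forewing bud for 1836. A locus with no transcript in a library was given a value of 0 there. With the pseudocount of 1, such a locus reaches 2-fold whenever it has at least 1 FPKM in the other library. Of the 2-fold loci, 1793 were assembled in hindwing alone and 870 in forewing alone. For these the count records assembly in 1 library rather than a ratio of 2 measured values. For 4265 of the 4646 loci the deposited intervals of the 2 libraries did not overlap (2619 higher in hindwing and 1646 higher in forewing). Loci assembled in 1 library have bounds of 0 in the other, so theirs are apart by construction wherever the lower bound is above 0. Among loci of at least 1 FPKM in both libraries, 1447 of the 1806 that differed 2-fold had intervals apart. Most of the 4646 differences belonged to loci without a multi-exon transcript in both libraries, a group that includes every locus assembled in 1 library. Among the 10321 loci with a multi-exon transcript in both libraries, 1278 differed 2-fold (12.4%, 95% Wilson interval 11.8 to 13.0%), with 716 higher in hindwing and 562 higher in forewing. Among the other 9179 loci, 3368 did (36.7%, 35.7 to 37.7%). This share includes the loci assembled in 1 library, which reach 2-fold by construction. Among loci with only single-exon transcripts in both libraries, 594 of 5930 differed 2-fold (95% Wilson interval 9.28 to 10.8%). That share was lower than the share of multi-exon loci, but the pseudocount understates ratios of low values. Median FPKM was 1.27 in hindwing and 1.79 in forewing for single-exon transcripts, and 7.07 and 7.25 for multi-exon ones. Intervals were apart at 361 of the 594 single-exon loci and at 1140 of the 1278 multi-exon loci.

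The number of differing spliced loci was far smaller where both assemblies built a transcript of like length. In 6312 multi-exon loci the mean assembled length agreed within 1.2 times, and 122 of these differed 2-fold by FPKM (1.93%, 1.62 to 2.30%), 61 in each direction. In the 4009 loci of unlike length, 1156 did (28.8%, 27.5 to 30.3%). Counted in FPM, which does not divide by the length, 364 of the 10179 multi-exon loci differed 2-fold, 178 higher in hindwing and 186 higher in forewing. The limit of 1.2 times and the fragment counts were chosen after the values were seen.

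A total of 141 multi-exon loci differed at least 2-fold in the same direction by deposited FPKM, by the midpoint of the deposited interval and by FPM. The hindwing bud had the higher value at 69 of them and the forewing bud at 72. The deposited intervals were apart at all 141. This adds little, since 1 FPM, the amount added to both values, stands for many fragments at these depths. A 2-fold ratio by FPM therefore leaves little room for overlap, and all 364 multi-exon loci 2-fold by FPM had intervals of FPM apart. The smallest of the 3 ratios had a median of 2.53-fold over these loci. At least 4-fold by all 3 measures were 20 loci higher in hindwing and 4 higher in forewing. This lean depended on the measure, since at least 4-fold by deposited FPKM alone were 116 higher in hindwing and 121 higher in forewing, and by FPM alone 37 and 26.

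**Figure D2:**
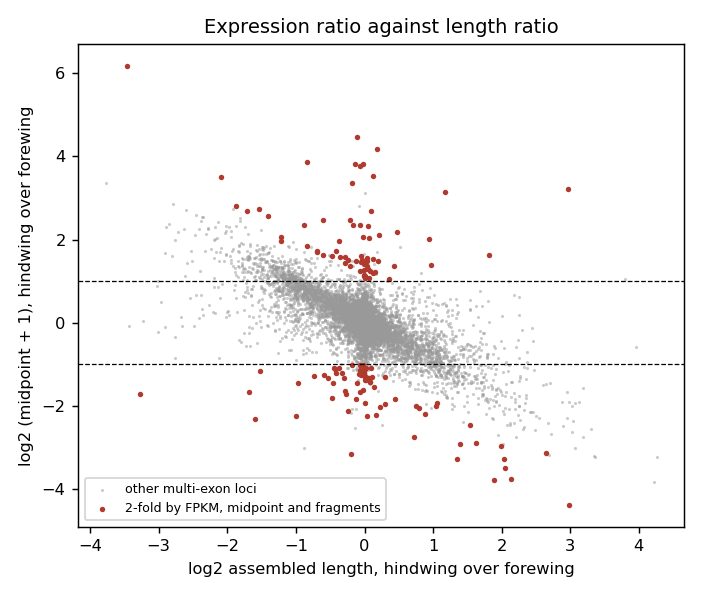
Each point is 1 multi-exon locus, with the log2 ratio of mean assembled length (hindwing over forewing) on the x axis and the log2 ratio of interval midpoint + 1 on the y axis; red points are the 141 loci that differ at least 2-fold by FPKM, midpoint and FPM, and dashed lines mark 2-fold. The ratio falls as the hindwing transcript gets longer relative to the forewing one (Pearson's correlation -0.71 across these loci), in part by construction, because the midpoint is a number of fragments divided by the length.

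The loci given by position were taken from multi-exon loci of like assembled length that shared no bases with another locus, had at least 5 FPKM in a library and intervals apart, ranked by the smallest of the 3 ratios. Loci outside these limits, such as those assembled in 1 library, had larger ratios. The 2 ranked first on the hindwing side were on scaffolds nscaf1898 and nscaf2136. The first, on the minus strand from 4410251 to 4419787 with 6 exons in both assemblies, had an FPKM of 115 in hindwing (interval 109 to 123) and 4.92 in forewing (3.42 to 5.16), with 102 and 4.05 FPM. The second, on the plus strand from 6895776 to 6907485 with 7 exons, had an FPKM of 77.1 in hindwing, above its own interval of 61.7 to 68.4, and 4.04 in forewing (2.86 to 4.52), with 67.4 and 3.89 FPM. On the log2 scale of FPKM + 1 the hindwing excess was 4.30 and 3.96.

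The 2 ranked first on the forewing side under the same limits were on nscaf2176 and nscaf3058. The locus on the plus strand of nscaf2176 from 4224425 to 4233532 had up to 7 exons in forewing and 3 in hindwing. Its FPKM was 13.2 in forewing (10.2 to 16.2) and 0.630 in hindwing (0.210 to 1.01), and the hindwing value rested on about 14.5 fragments. The 2-exon locus on the plus strand of nscaf3058 from 9024565 to 9061947 was assembled to 222 bases in forewing and 203 bases in hindwing. It had 7.14 FPM in forewing and 1.68 in hindwing, while its deposited FPKM of 118 and 35.2 lay above the intervals of 27.0 to 37.3 and 5.88 to 10.6. These 4 loci were taken by a rule completed after the values were seen, since the rule fixed beforehand led to transcripts of 80 to 98 bases described next.

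The largest FPKM ratios of the whole comparison belonged to very short transcripts without introns. The 10 loci with the largest ratio in each direction, among those of at least 5 FPKM with intervals apart, were all single-exon. Their transcripts were 80 to 92 bases long on the hindwing side and 80 to 98 bases on the forewing side. All 10 loci on the hindwing side and 8 on the forewing side had no transcript in the other library. For those loci the ratio set an FPKM against a filled-in value, and the intervals were apart by construction. Each of the 20 loci had an FPKM above its own upper bound. The hindwing ones had FPKM from 4959 to 255463, with upper bounds from 6.37 to 10.7. Transcripts of this kind also dominated the total. The 10 most abundant loci took 45.4% of the summed FPKM in hindwing and 52.0% in forewing, and they took 9.08% and 9.01% of the summed interval midpoints when ranked by these.

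**Figure D3:**
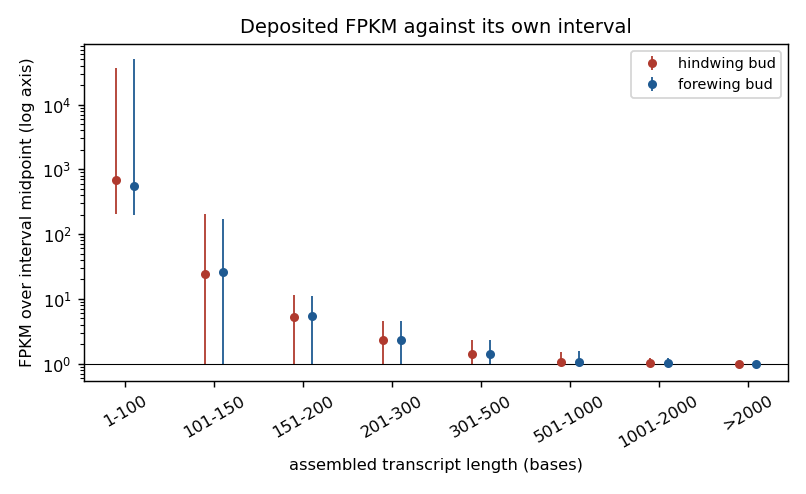
Deposited FPKM divided by the midpoint of its own deposited interval (log axis), by assembled transcript length in bases, for the hindwing bud (red) and the forewing bud (blue); points are medians over transcripts and bars run from the lowest to the highest. The medians are 690 in hindwing and 561 in forewing up to 100 bases, and near 1 above 1000 bases.

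More loci were assembled in the hindwing bud alone than in the forewing bud alone, and most of these loci were unspliced and had low values. There were 5797 hindwing-only and 1722 forewing-only loci, of which 92.1% and 84.0% had no intron. Their median FPKM was 0.600 in hindwing (quartiles 0.393 and 1.24) and 1.02 in forewing (0.534 and 2.57). Together they held 0.804% of the hindwing and 0.388% of the forewing fragments. Among spliced loci of this kind with an interval midpoint of at least 5, the numbers were close, at 61 in hindwing and 62 in forewing.

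The shares of splice forms were compared in the 863 loci where both assemblies held the same set of at least 2 intron chains. These loci were chosen for having the same forms, so they say nothing of forms assembled in 1 library. The most abundant form differed between the libraries in 126 of them (14.6%). The largest change in any form's share of its locus had a median of 5.36 percentage points, and it reached 50 points in 10 loci.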

Values the study reported

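The study reported 241 genes with at least a 2-fold difference in expression between the fore- and hindwing buds of *Bombyx*. Of these, 10 were also among its putative Ubx targets in the hindwing bud. By chromatin immunoprecipitation and sequencing, 871 genes were named as putative targets in hindwing buds and 245 in forewing buds, with 43 in common.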

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

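The depth limits loci of few fragments, and 1 library per wing bud limits all results, since variation between animals was not measured. No paired analysis was possible because each group had 1 library. The other settings for Ubx and the gene lists gave no value, because no locus was tied to a gene name. Except where a setting is named as added, settings were fixed before the data were examined.

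The 2-fold counts stayed within 1.5 times with a pseudocount of 0.1 and after rescaling to a median of 0. The same held with the most abundant transcript alone and with overlap on either strand. It held too with interval midpoints or with transcripts of at least 300 bases, both added after seeing the data. Without a filter the counts could not change, because at a pseudocount of 1 a locus below 1 FPKM in both libraries cannot reach 2-fold. Other settings lowered them, and for each the total is given with its hindwing and forewing parts, then the same for loci with intervals apart. A pseudocount of 5 gave 1772 (943 and 829), then 1561 (845 and 716). TPM gave 2582 (1463 and 1119), then 2314 (1328 and 986). At least 5 FPKM in a library left 2420 (1293 and 1127), then 2091 (1128 and 963). At least 1 FPKM in both libraries left 1806 (954 and 852), then 1447 (774 and 673). Multi-exon loci in both libraries numbered 1278 (716 and 562), then 1140 (629 and 511).

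Of the settings added after seeing the data, the same introns in both libraries left 304 (131 and 173), then 256 (106 and 150). Fragments per 1000000 (FPM) gave 1515 (964 and 551), all with intervals of FPM, the deposited bounds times the length, apart. As with FPKM, a locus without a transcript in a library counted there as 0 with bounds of 0. FPM in multi-exon loci gave 364 (178 and 186), again all with intervals of FPM apart. The 1 FPM added to both values stands for many fragments, so a 2-fold ratio by FPM leaves little room for overlap. That all were apart is therefore no separate evidence against counting error. Multi-exon loci of like assembled length gave 122 (61 and 61), then 100 (51 and 49). The stricter filters test fewer loci. A larger pseudocount shrinks every ratio. TPM divides by the summed FPKM, which were close (2.65e+06 in hindwing and 2.68e+06 in forewing). It therefore changed the ratios mainly by making the pseudocount and the minimum of 1 larger beside the values. TPM kept 15195 loci, against 19500 by FPKM. The hindwing part of the 2-fold loci was 60.5% as deposited. It was 52.8% for loci of at least 1 FPKM in both libraries, which leaves out every locus assembled in 1 library. Across settings it ranged from 43.1% with the same introns to 63.6% with FPM. The direction of the majority therefore depends on the set of loci.

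Pearson's correlation was 0.802 as deposited. It was 0.663 with a pseudocount of 0.1, 0.839 with 5, 0.909 for loci of at least 1 FPKM in both libraries and 0.861 without a filter. In settings added later it was 0.957 with the same introns, 0.900 with midpoints, 0.949 with FPM and 0.977 with these in multi-exon loci. Loci assembled in 1 library numbered 1793 in hindwing and 870 in forewing at 1 FPKM or more, and 1503 and 793 at a midpoint of 1 or more, an added setting. The 50 most abundant loci took 69.0% of summed FPKM in hindwing and 71.0% in forewing. The top 10 took 9.08% and 9.01% of the midpoints and 7.22% and 7.16% of the fragments, both added. Each of the 4 loci given by position kept its direction with other pseudocounts, scalings, midpoints and FPM. Of these 24 log2 ratios, 18 lay no farther from the ratio of deposited FPKM than 0.5 of the width of its interval. The kept direction gives no added support. The loci were chosen for the same direction by FPKM, midpoint and FPM, and a pseudocount added to both values cannot reverse a ratio. The scalings differed little between the libraries.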

Other observations

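All tests reported here were chosen after the result they address was seen. Neighbouring loci tended to differ slightly in the same direction. Among 4444 pairs of adjacent multi-exon loci of like assembled length less than 50 kb apart, the correlation of the log2 ratios of fragments per 1000000 (FPM) was 0.12, whereas 1000 shufflings of the loci gave values from -0.05 to 0.05. Loci whose spans overlapped, or that lay inside one another, also met this limit, and such pairs were not counted apart. Both members were 2-fold higher in hindwing in 5 pairs and in forewing in 5 pairs, against shuffled means of 0.400 and 0.427. An adjacent pair on the minus strand of scaffold nscaf3093, singled out after its values were seen, shows such a difference. The locus from 384178 to 389157 had 142 FPM in hindwing and 9.64 in forewing, and the locus from 389691 to 393881 had 18.2 and 0.739. Whether this pair, or the loci of any other pair, belong to 1 gene was not analysed here.

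The count of 2-fold loci by deposited FPKM was 4646. That is higher than the number of genes quoted from the study above. The loci here are joined from separate assemblies, whereas the study counted genes after its own comparison, so the units counted are not the same. A pseudocount and a minimum value also entered the counts here, and the study describes neither. A supplementary legend of the study mentions statistical methods for finding transcripts of significantly different level. Whether its number of genes rests on them is not clear from its text, whereas the counts here use the fold alone. The direction depends on the set of loci and on the measure. The 364 multi-exon loci 2-fold by FPM are also more than the study's number. The 122 multi-exon loci of like length 2-fold by FPKM and the 141 loci 2-fold by all 3 measures are fewer. These counts cover multi-exon loci only, a limit the study does not state, so they set a part against a whole.

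A first pattern is the very high FPKM of short single-exon transcripts. A candidate explanation is a length adjustment applied to the deposited FPKM and not to its bounds. The FPKM was a median of 690 times the interval midpoint in hindwing and 561 times in forewing for transcripts of up to 100 bases, and about 1 time above 2000 bases, as this explanation needs. Abundant short RNAs stay open: these transcripts rested on a median of 22.5 fragments in hindwing and 19.5 in forewing, but how many fragments so short a transcript yields at a given abundance was not measured, so this number does not decide. No biological explanation was tested.

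The second pattern is the 1278 multi-exon loci with a 2-fold FPKM difference, 1140 of which had intervals apart. Counting error within a library is argued against as the whole explanation, since 89.2% had intervals that did not overlap. Unequal assembled length may explain most of them, since only 11.1% also differed 2-fold in fragments in the same direction (95% Wilson interval 9.50 to 13.0%). This share was 5.97% (4.74 to 7.49%) in the 1156 loci of unlike length. It was 59.8% (51.0 to 68.1%) in the 122 of like length, so some loci failed the fragment measure without unlike lengths. Not all of the loss can therefore be laid to length. On scaffold nscaf2795, from 3107314 to 3115818, a 7-exon transcript of 928 bases in hindwing had an FPKM of 2807 and one of 5652 bases in forewing had 431, yet the FPM were 2649 and 2479. For the 141 loci that differed by every measure, wing identity, a difference between the pooled animals and a difference in dissection stay open and untested.

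The third pattern is the larger number of single-exon transcripts in hindwing, 16514 against 12054. Greater depth, as far as it acts through the fragments per assembled transcript, is argued against as the whole explanation. With hindwing fragment numbers thinned to the forewing depth, a median of 11159 single-exon transcripts kept at least 20 fragments. The range over 100 thinnings was 11118 to 11190. Against 9232 in forewing the ratio was 1.21, while multi-exon transcripts gave 1.02. The single-exon ratio went from 1.36 at a minimum of 10 fragments to 1.12 at 300. The reads were not assembled again at the lower depth, so an effect of depth on which transcripts were assembled stays open. Unspliced RNA within the assembled spans of multi-exon transcripts is argued against as the whole explanation, because 54.3% of the excess before thinning lay outside them. No annotation was used, so unspliced RNA of gene parts missed by the assembly would also count as outside. Outside the spans the ratio after thinning was 1.15. Inside the spans this ratio was 1.37, and 33.4% of the hindwing against 28.8% of the forewing single-exon transcripts lay there, so unspliced RNA stays open for part of the excess. Genomic DNA in the RNA and a real difference between the wing buds stay open and were not tested.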
